# Experimental Selection for *Drosophila* Survival in Extremely High O_2_ Environments

**DOI:** 10.1371/journal.pone.0011701

**Published:** 2010-07-23

**Authors:** Huiwen W. Zhao, Dan Zhou, Victor Nizet, Gabriel G. Haddad

## Abstract

Although oxidative stress is deleterious to mammals, the mechanisms underlying oxidant susceptibility or tolerance remain to be elucidated. In this study, through a long-term laboratory selection over many generations, we generated a *Drosophila melanogaster* strain that can live and reproduce in very high O_2_ environments (90% O_2_), a lethal condition to naïve flies. We demonstrated that tolerance to hyperoxia was heritable in these flies and that these hyperoxia-selected flies exhibited phenotypic differences from naïve flies, such as a larger body size and increased weight by 20%. Gene expression profiling revealed that 227 genes were significantly altered in expression and two third of these genes were down-regulated. Using a mutant screen strategy, we studied the role of some altered genes (up- or down-regulated in the microarrays) by testing the survival of available corresponding P-element or UAS construct lines under hyperoxic conditions. We report that down-regulation of several candidate genes including *Tropomyosin 1*, *Glycerol 3 phosphate dehydrogenase*, *CG33129*, and *UGP* as well as up-regulation of *Diptericin* and *Attacin* conferred tolerance to severe hyperoxia. In conclusion, we identified several genes that were not only altered in hyperoxia-selected flies but we also prove that these play an important role in hyperoxia survival. Thus our study provides a molecular basis for understanding the mechanisms of hyperoxia tolerance.

## Introduction

Mammalian respiratory, cardiovascular and neurologic systems tightly regulate oxygen (O_2_) levels. Although O_2_ is essential for aerobic life, levels that are either too low or too high can induce morbidity and mortality. For this reason, O_2_ has often been considered as both an elixir and a poison.

Except possibly in skin (e.g., wound healing), high O_2_ induces oxidant injury in almost every organ, especially in the lung, retina, heart and brain [1], [2], [3]. Prolonged exposure to high oxygen generates excessive reactive oxygen species, induces cell death and oxidative stress responses, affects immune response and DNA integrity and modulates cell growth [4], [5], [6], [7], [8]. Disorders including neurodegenerative and chronic inflammatory diseases, as well as damage from ischemia and consequent reperfusion to the heart, lung, retina, brain, and other organs result, by and large, from oxidant injury. Mammalian aging can also be attributed, at least in part, to oxidant injury. Numerous studies have defined the phenotype of hyperoxia-induced injury and explored the underlying mechanisms, especially in lung and retina [5], [9], [10], [11], [12], [13], [14]. For example, proinflammatory cytokines, such as IL-8, IL-1, IL-6, IL-13 and many signaling systems, including the JNK, ERK, NF-kappa B, and TGF-beta pathways, appear to play a role in the genesis of hyperoxic injury. In addition, the newborn mammal has been shown to be more resistant to hyperoxia challenge than the adult, possibly reflecting differing O_2_ defense mechanisms. However, conclusions drawn from many of these studies are at best correlative.

The importance of oxidative stress is not limited to mammalian tissues. *Drosophila melanogaster* has similar O_2_ response pathways to those of mammals and research on flies has enhanced our understanding of oxidant stress [15], [16], [17], [18]. In our laboratory, we have used this model organism to investigate the tolerance and susceptibility to O_2_ [17], [19], [20]. To study the mechanisms underlying hyperoxia tolerance, we have generated a *Drosophila melanogaster* strain that is extraordinarily resistant to high O_2_ levels through laboratory selection over many generations. These flies are now living and reproducing at ∼90% O_2_ without any overt signs of injury. In the current study, we used this novel hyperoxia-tolerant strain as a model to identify differentially expressed genes that are altered by hyperoxia selection and to investigate the role of single genes that may functionally contribute to hyperoxia tolerance.

## Results

### Hyperoxia selection changes the fly phenotype

To investigate hyperoxia sensitivity and tolerance, we used a similar paradigm to the one we previously described [21] to generate a *Drosophila* strain that tolerates extremely high oxygen conditions after a long term experimental selection. In brief, we first pooled 27 wild-type isogenic lines to construct a parental population of *Drosophila melanogaster* and then collected and cultured F1 embryos of this pooled population in one of six separate chambers under different levels of O_2_: in normoxia (21% O_2_) as a control (three chambers) and in hyperoxia (three chambers) for the experimental selection. The levels of hyperoxia-tolerance in the 27 parental lines were tested individually under 60%, 70%, 80% or 90% O_2_. At levels under 60% O_2_ we found that embryos from most parental lines reached the adult stage, but with a reduced population size. At 80% O_2_ and above, the growth of all parental lines was eliminated. Hyperoxia selection was therefore initiated at 60% O_2_ with a gradual increase in O_2_ concentration, every 3–5 generations, to maintain the selection pressure. By the 13^th^ generation, we obtained flies that were able to live perpetually in 90% O_2_. Although severe hyperoxic environments were known to reduce lifespan in flies, the embryos from S_O2_A flies were able to complete development to adult stage and reproduced indefinitely in 90% O_2_. In contrast, embryos from the control population stopped development in 90% O_2_ at the 1^st^ instar larval stage, failed to molt, became necrotic, and died.

Hyperoxia-selected adult flies differed from control flies in morphology and size. Body weight of S_O2_A flies, which tolerated 90% O_2_, was at least 20% greater than that of control flies when the O_2_ concentration was 70% (p<0.05) or higher (p<0.001) (Fig. 1A). S_O2_A flies also had a larger body size and larger wing area than flies propagated in normoxia (Fig. 1B & C). However, cell number per area was not different between two groups (Fig. 1D) indicating that S_O2_A flies have an increased total cell number when compared to control flies.

**Figure 1:**
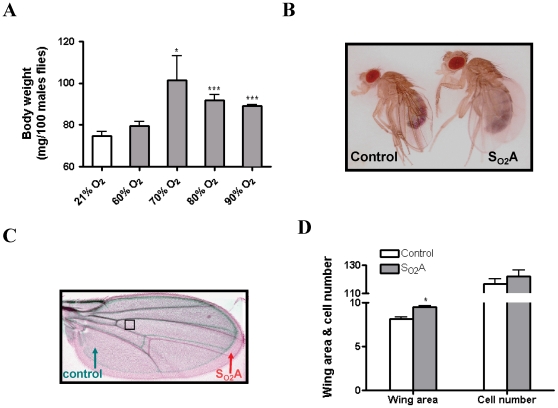
Phenotypic changes following long-term hyperoxia selection. A) Three sets of 100 hyperoxia–selected (S_O2_A) male flies, which were perpetually living in 90% O_2_, were collected from each chamber and weight was averaged. S_O2_A flies (grey bar) have an increased body weight as compared to control flies (white bar) when O_2_ concentration was 70% (p<0.05) or above (p<0.001). B) A representative image from control flies and S_O2_A flies is shown in Fig. 1B. C & D) Wings from 12 male flies in each group were collected and imaged by an Axiovert 200 M microscope. Wing area and cell number were determined using Image J. A representative picture of wings from a control (green) and a S_O2_A (red) fly was shown in Fig. 1C, cell number was measured in the area of wings shown in square. S_O2_A flies had a larger wing area than control flies (p<0.05) and the cell number per area was not different between two groups. * indicates p<0.05; ** indicates p<0.01; *** indicates p<0.001.

To characterize the heritability of hyperoxia tolerance in these S_O2_A flies, we performed several experiments. First, a subset of embryos from the 28^th^ generation were collected and cultured in *normoxia* for five consecutive generations. The embryos of the 33^rd^ generation were re-introduced directly to 90% O_2_. These embryos completed their development and could be propagated perpetually in 90% O_2_, demonstrating that hyperoxia tolerance was maintained for at least five generations without further selection. Second, S_O2_A flies were crossed with *CS*, a wild-type strain sensitive to hyperoxia. As shown in Fig. 2, 66% of the pupae from this cross eclosed in 90% O_2_ as compared to 88% eclosion for S_O2_A flies and zero percent eclosion for control and *CS* flies (p<0.05). This result suggested that if the basis for hyperoxia tolerance is solely genetic, there must be more than one locus responsible for this trait (as expected) and that the mode of inheritance of at least some of the genes is a dominant one. Third, we crossed S_O2_A flies with a double balancer line (*sp/SM5; L1/TM3, Sb*) and then intercrossed the progeny (h/SM5; h/TM3 sb) to obtain h/h; h/h flies that had the 2^nd^ and 3^rd^ chromosomes (representing ∼80% of the genome) exclusively from the S_O2_A line. When embryos of h/h; h/h were exposed to 90% O_2_, 64% of pupae eclosed in hyperoxic conditions (Fig. 2) and these adult flies were able to lay eggs and propagate in 90% O_2_. The different eclosion rate between h/h; h/h flies and S_O2_A flies further suggested that the heritable hyperoxia tolerance was largely, if not exclusively, chromosomal in basis. Taken all together, these experiments indicate that genetic alterations are likely to play an important role in hyperoxia tolerance in these S_O2_A flies, although we cannot presently rule out epigenetic mechanisms.

**Figure 2:**
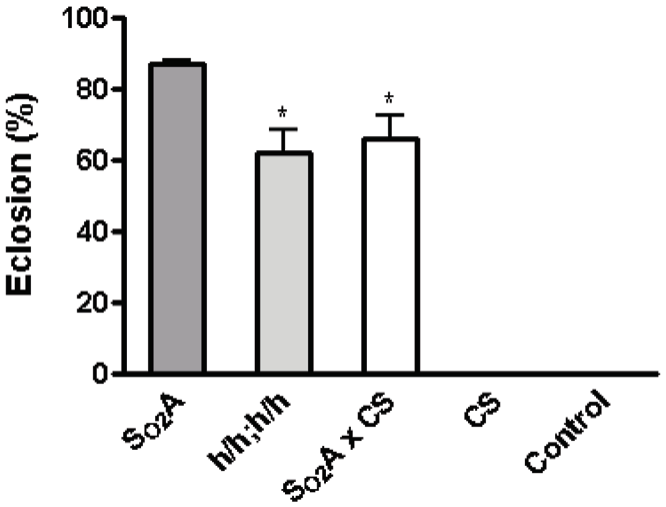
Hyperoxia tolerance is a heritable trait. Embryos from S_O2_A, *h/h; h/h* (progeny of a cross among *h/SM5; h/TM3 sb* flies), *S_O2_A x CS* (progeny of a cross between S_O2_A flies and *CS* flies), *CS*, and control flies were collected and cultured in 90% O_2_. Their percent eclosion was compared. About 65% of the pupae from *h/h; h/h* and *S_O2_A x CS* lines eclosed in 90% O_2_ as compared to 88% eclosion for S_O2_A flies (p<0.05) and no survival was found in control and *CS* flies. * indicates p<0.05.

### Hyperoxia selection changes gene expression profiles

To identify differentially expressed genes in S_O2_A flies, we used twelve Affymetrix expression microarrays to determine the differential gene expression profiles between S_O2_A flies (cultured in 90% O_2_ chamber, n = 6) with a generation-matched control (cultured in room air chamber, n = 6). 

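RNA from adult S_O2_A flies and from adult control flies was measured on 6 microarrays per group. The Affymetrix Drosophila Genome 2.0 array reads each transcript with 1 or more probe sets. Each adult sample was a pool of 25 male and 25 female flies. The sample labels place the 6 arrays of each group in 3 populations with 2 arrays each, whereas the n of the study counts arrays. S_O2_A flies came from 90% O_2_ and control flies from room air, so selection and the O_2_ level at collection vary together and cannot be told apart here. The deposited values are microarray signals on a linear scale for 18952 probe sets, and the lowest value is 1.0. Every array had the same mean signal of 2500.1 after the top and bottom 2% of values were trimmed, so the arrays had been scaled to a common level. The median signal of an array lay between 401.6 and 685.2 in control flies and between 541.0 and 669.7 in S_O2_A flies. The methods name both MBEI and RMA, and whether either of them gave these values is not given in the sources used here. The 2 adult arrays of S_O2_A population 2 had medians of 648.8 and 669.7 and 20th percentiles of 117.9 and 98.6. Scaling of arrays with equal distributions cannot give this, which argues against quantile normalization, a usual step of RMA. After 183 control probe sets were left out, 18769 probe sets were compared on the log2 scale with limma, with the population as a random block, and a probe set was called changed at a Benjamini-Hochberg adjusted p under 0.05. The correlation between the 2 arrays of a population was estimated at 0.133. On simulated adult arrays of 18769 probe sets, this test recovered 68% of changes of 1 on the log2 scale and 92% of changes of 2, and 10.1% of its calls were false. The changes were planted among the brighter probe sets alone and the genes varied independently, so recovery for dim probe sets was not measured. It was 1 draw, with the same correlation within a population for every probe set, as the test assumes. Error rates where that correlation varies between probe sets were not measured. The number of populations limits the precision of every comparison.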

Gene expression was considered to be significantly altered if the fold change was greater than 1.5, with a Bonferroni adjusted p-value of less than 0.0001. We thus identified 227 genes that were significantly altered in expression in S_O2_A flies (Table S1); 67 of these were up-regulated and 160 were down-regulated. 

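Genes of the flight muscle were among the largest falls in adult S_O2_A flies. TpnC4, a troponin C of flight muscle, had a signal of 7189 ± 2096 (SD, n = 6 arrays) in control flies and 532 ± 420 (SD, n = 6) in S_O2_A flies, and fell by 4.07 on the log2 scale (standard error 0.51, adjusted p = 0.00957 from limma). The signal of fln, which encodes the thick filament protein flightin, fell by 3.34 (standard error 0.35, adjusted p = 0.00459). Act88F, the actin of the indirect flight muscle, fell by 2.70 (standard error 0.32, adjusted p = 0.00845). CG12057 fell by 3.38 (standard error 0.58, adjusted p = 0.0349, and 0.207 without control population 3), an unnamed probe set fell by 2.95, CG7214 fell by 2.46, and Lsp1beta, a larval serum protein, fell by 2.18. Among the rises were CG6933, with a log2 fold change of 3.21, the pheromone receptor Or67d with 2.62, and the chemosensory receptor Ir67c with 2.02, all with control signals of less than 100 on average. With a floor at the 20th percentile of the signals, CG6933 had a log2 fold change of 2.41 (adjusted p = 0.0224), whereas Or67d (0.59, adjusted p = 0.225) and Ir67c (0.68, adjusted p = 0.0815) did not pass, so these rises have no exact size. Arc1 rose by 1.29 on the log2 scale, from 17525 ± 3378 (SD, n = 6) to 43191 ± 9553 (SD, n = 6), and by 0.85 (adjusted p = 0.273) at its other probe set. In all, 15 probe sets were higher and 52 were lower in S_O2_A flies at an adjusted p under 0.05, and 2086 had an unadjusted p under 0.05, 1008 higher and 1078 lower. With the arrays centred on their medians, 0 were higher and 14 lower. At a fold change over 1.5 and a Bonferroni adjusted p under 0.0001, limma called 0 probe sets. The count of 67 ranged from 5 to 33 when any of the 6 populations was left out, was 126 with the arrays taken as independent, and was 0 with the 3 population means per group. Of the 37 adult calls examined gene by gene, those of fln, CG17192 and 1 probe set of Strn-Mlck held without any of the populations and 34 were lost without at least 1. The adjusted p reached 0.0709 for TpnC4, 0.0704 for Act88F, 0.209 for CG6933 and 0.162 for Arc1 without control population 3, 0.204 for Or67d and 0.198 for Ir67c without S_O2_A population 2, and 0.113 for CG7214 and 0.231 for Lsp1beta without control population 1. The paper takes the genes past its thresholds as altered in S_O2_A flies and asks next which gene families they belong to.

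**Figure D1:**
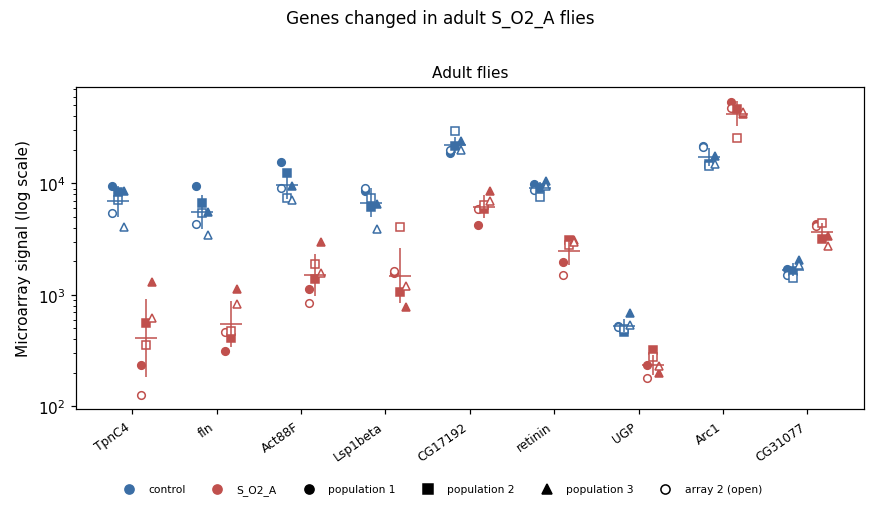
Microarray signal (vertical axis, log scale) of the named genes on the 12 adult arrays, with control flies in blue and S_O2_A flies in red. Each point is 1 array, the shape gives the population and an open point is its second array, and the bar and line give the mean and SD on the log2 scale. TpnC4, fln, Act88F, CG17192, retinin and UGP lie below all control arrays on each of the 6 S_O2_A arrays, and Arc1 and CG31077 lie above them.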

The distribution of fold changes in the microarrays was shown in Fig. 3A. 

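Among the called probe sets, falls outnumbered rises in each range of fold change. Of the probe sets called changed over 1.5-fold at an adjusted p under 0.05 from limma, 20 were lower by 1.5 to 2-fold, 14 by 2 to 3-fold, 8 by 3 to 5-fold and 9 by over 5-fold. The falls over 5-fold include TpnC4, fln and Act88F. Among the rises, 3 were of 1.5 to 2-fold, 7 of 2 to 3-fold, 2 of 3 to 5-fold and 2 over 5-fold. The 2 over 5-fold were CG6933 and Or67d, both dim in control flies, and 1 rise was over 5-fold with a floor at the 20th percentile of the signals. With a fold limit and no test, 3701 of all adult probe sets differed by over 1.5-fold in mean log2 signal. With the arrays taken as independent, 35 probe sets were called higher and 80 lower over 1.5-fold. The balance over 5-fold depended on the setting. It was 18 rises against 11 falls with all 24 arrays of adults and larvae in one fit. It was 6 against 0 with the first arrays alone, chosen after seeing the values. Table S1 holds the paper's 13 rises and the paper's 6 falls over 5-fold.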

Using MAPPFinder in conjunction with GenMAPP 2, we discovered that several gene families were significantly altered in S_O2_A flies, such as these involved in defense responses, immune response, and phospholipase C activation (Fig. 3B and Table S2). It is interesting that eight out of fourteen genes related to defense responses belong to the antimicrobial peptide (AMP) gene family, a well known gene family that plays a role in bacterial infection. 

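Single members of several metabolic and structural gene families were lower in S_O2_A flies, while most members did not pass the test. Of 13 neutral lipases of the gut, 4 fell, none rose and 9 did not pass the test (6 lower when adjusted over the list alone). These were CG17192, which fell by 1.84 on the log2 scale, mag by 1.52, CG6295 by 1.39 and CG6296 by 1.34, and the list had an adjusted p = 6.89e-12 from camera and an adjusted p = 0.0753 with an estimated correlation. Of 25 genes of the sarcomere, 3 fell and 22 did not pass at the brightest probe set of each gene (9 lower when adjusted over the list alone), with an adjusted p = 0.262 with an estimated correlation. With any probe set counted, 5 fell: Strn-Mlck fell by 2.49 (adjusted p = 0.00600) at 1 probe set, against -0.26 and -1.42 at the others, and Mf fell by 0.87 (adjusted p = 0.0183, and 0.113 without control population 1) at 1 probe set, against -0.08 at the brightest. Of 33 odorant-binding proteins, Obp57a fell by 0.75 and 32 did not pass (14 lower when adjusted over the list alone, adjusted p = 0.0753 with an estimated correlation). Among 32 adult cuticle proteins, Cpr49Ab fell by 1.21 (6 lower and 1 higher when adjusted over the list alone, adjusted p = 0.0753 with an estimated correlation). The eye list held retinin, which fell by 1.88 (standard error 0.19, adjusted p = 0.00459 from limma), and 22 members that did not pass (4 lower when adjusted over the list alone, adjusted p = 0.363 with an estimated correlation). Of 15 fatty acid elongases, none passed over all probe sets at its brightest probe set (10 lower when adjusted over the list alone, adjusted p = 0.112 with an estimated correlation), and CG5326 fell by 1.32 at another (adjusted p = 0.0183, and 0.114 without control population 1). Lsd-1, a protein of the lipid droplet, fell by 1.14. Without control population 3 the adjusted p was 0.207 for CG6296 and Obp57a, 0.178 for mag, 0.0637 for retinin and 0.0709 for Lsd-1, and without control population 1 it was 0.192 for CG6295 and 0.114 for Cpr49Ab. Of 29 genes of the Imd and Toll pathway, none passed the test over all probe sets or when adjusted over the list alone, and their mean log2 fold change was 0.01. Of the 40 lists, 19 were called at the preset correlation of 0.01. With an estimated correlation, in a fit that took the arrays as independent, 0 were called. The correlation alone does not account for every lost call. The adult cuticle list had an estimated correlation of 0.0125, near the preset one, and its adjusted p from camera went from 0.000224 to 0.0753. The lists were written with Table S1, which comes from these arrays, already seen, so their results are not independent evidence. Other splits of the 6 populations called between 8 and 19 lists.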

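Antimicrobial peptide genes had higher mean signals in S_O2_A flies, with a wide spread between arrays. Diptericin B (DptB) had a signal of 494 ± 154 (SD, n = 6 arrays) in control flies and 23668 ± 18275 (SD, n = 6) in S_O2_A flies, a log2 fold change of 4.53 (standard error 1.12, adjusted p = 0.143 from limma) that lay between 3.74 and 4.95 without 1 population, and was above every control array on 6 of 6 arrays. Metchnikowin (Mtk) had a log2 fold change of 4.11 (standard error 1.01, adjusted p = 0.139, and 3.57 to 4.83 without 1 population) and Attacin C 3.67 (adjusted p = 0.176, and 2.99 to 4.07 without 1 population). The log2 fold change of Cecropin C was 4.09 (adjusted p = 0.210, and 3.27 to 4.83 without 1 population), with 5 of the 6 control arrays under the 20th percentile of their signals, and 2.63 with a floor at the 20th percentile of all signals. All 11 measured peptide probe sets had a positive log2 fold change, with a mean of 2.69 that was 2.61 after median centring. Attacin A is read both by its own probe set and by another shared with Attacin B, so they are not 11 separate measurements. None of them passed the test over all probe sets, 10 had an unadjusted p under 0.05, and 9 were higher when adjusted over the list alone. Those at an unadjusted p under 0.05 numbered 4 without S_O2_A population 3, 4 without control population 2 and 6 without control population 3, and 0 with the second arrays alone, a split chosen after seeing the data. As a list they were higher by camera (adjusted p = 8.79e-09), with an adjusted p = 0.262 with an estimated correlation. This list too was written with Table S1 already seen and is not independent evidence. The signal of DptB was 30030 and 1245 on the arrays of S_O2_A population 1, 44732 and 941 on those of population 2, and 30364 and 34694 on those of population 3. 

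**Figure D2:**
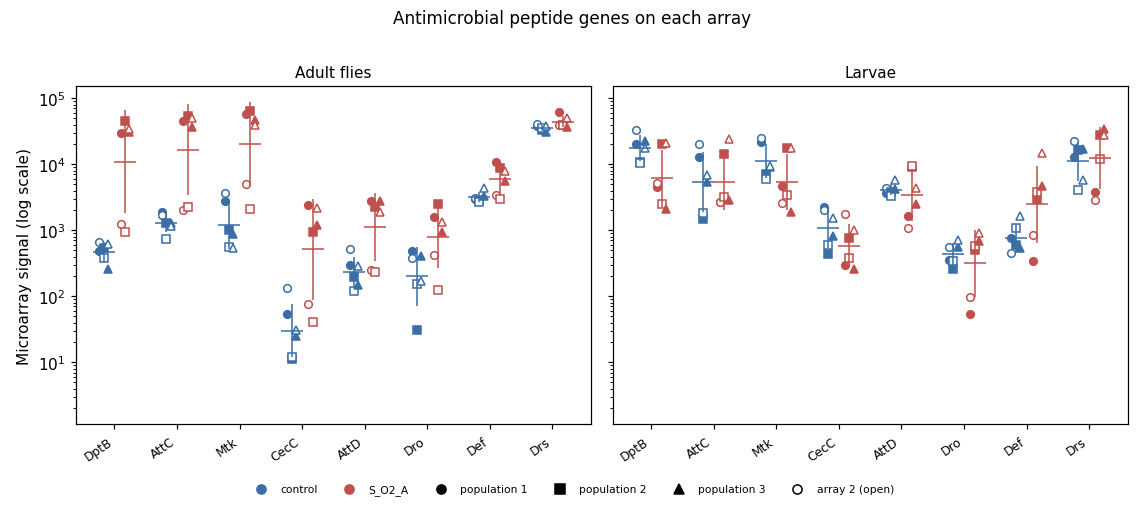
Microarray signal (vertical axis, log scale) of 8 antimicrobial peptide genes on the 12 adult arrays (left) and the 12 larval arrays (right), with control in blue and S_O2_A in red. Each point is 1 array, the shape gives the population and an open point is its second array, and the bar and line give the mean and SD on the log2 scale. In adult flies, the second arrays of S_O2_A populations 1 and 2 lie near the control arrays for most of the genes, and the other S_O2_A arrays lie above them.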

Because of this finding, we first examined whether a bacterial infection induced an up-regulation of a group of AMP genes in S_O2_A flies. Using a standard approach based on PCR analysis of whole-fly homogenates with primers specific for conserved 16s rDNA sequences, we found no evidence of a microbial infection (Fig. 3D), suggesting that the up-regulation of AMP genes in S_O2_A flies was not due to the presence of bacteria. 

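Drosomycin (Drs) was strongly expressed in both groups, at 36165 ± 3541 (SD, n = 6 arrays) in control flies and 44649 ± 9403 (SD, n = 6) in S_O2_A flies, a log2 fold change of 0.29 (adjusted p = 0.523 from limma). Among the attacins, Attacin A and the probe set shared by Attacin A and Attacin B had log2 fold changes of 2.91 (adjusted p = 0.369) and 3.68 (adjusted p = 0.391), and Attacin D 2.27 (adjusted p = 0.298). Without 1 population they were 2.04 to 3.5, 2.65 to 4.42 and 1.75 to 2.65. Cecropin B had 1.14 (adjusted p = 0.361, and 0.95 to 1.29 without 1 population) and Drosocin 2.00 (adjusted p = 0.442, and 1.24 to 2.56 without 1 population). Turandot C, a secreted stress protein, had a log2 fold change of -0.81 (standard error 0.27, adjusted p = 0.269) and lay below every control array on 4 of 6 arrays. Basket, the JNK kinase, had 0.06 at its brightest probe set and -0.43 and -0.60 at the others. Eiger, the TNF ligand, had -0.05 (standard error 0.17, adjusted p = 0.941) at the brighter of its probe sets and -1.84 (standard error 0.43, adjusted p = 0.126) at the other. None of these genes passed the test over all probe sets.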

We also validated the gene expression profile of candidate genes, including AMP genes such as *Diptericin B*, *Diptericin (Dpt)*, *Attacin (Att)*, *Cecropin (Cec)*, *Drosomycin*, and *Metchnikowin* as well as stress-related genes such as *basket*, *eiger*, and *Turandot C* by real time PCR analysis and we found that real time PCR results were consistent with those of the microarrays (Fig. 3C).

**Figure 3:**
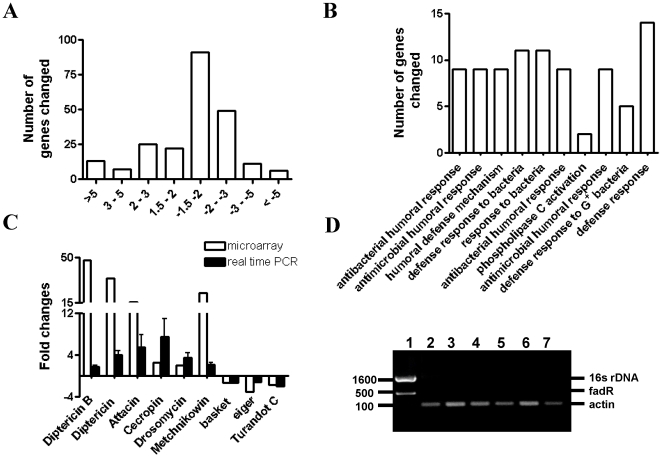
Gene expression profile changes following long-term hyperoxia selection. A) Number of genes that were significantly altered in the microarrays was summarized based on their fold changes. B) Significantly altered biological processes in the microarrays were determined by MAPPFinder and GenMAPP 2. The top 10 biological processes with the lowest p value were shown in Fig. 3B. C) Microarray data were validated by real time RT-PCR and each bar represents the average of at least three samples for each gene. D) *16s rDNA* PCR products were examined in control flies and S_O2_A flies that were cultured in the standard cornmeal agar medium. *E.coli* DNA was used as positive control; fadR and actin were used as loading control for *E. coli* and fly samples respectively. Lane 1: *E. coli* DNA; Lane 2–4: control flies; Lane 4–7: S_O2_A flies.

### Role of single genes in hyperoxia tolerance

To investigate which individual loci with differential expression have an impact on hyperoxia tolerance and in sustaining survival in hyperoxia in the S_O2_A, a mutant screen strategy was applied. We first focused on the genes that had single P-element insertion lines in the Bloomington Stock Center, with the assumption that some such insertions would mimic the up- or down-regulation seen in the microarray data. Forty-seven P-element insertion lines (Table S3) were used in this study for 26 down-regulated genes and 13 up-regulated genes that were significantly altered in the microarrays. 

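Of the 38 measured genes behind the P-element and UAS-AMP lines, 2 were higher and 6 were lower in S_O2_A flies at an adjusted p under 0.05 from limma, and 12 were higher and 18 lower when adjusted over the list alone. The study chose these genes on the same arrays, so the list is not independent evidence of a direction. Arc1 (CG12505) and CG31077 rose. CG31077 had a signal of 1695 ± 230 (SD, n = 6 arrays) in control flies and 3697 ± 690 (SD, n = 6) in S_O2_A flies, a log2 fold change of 1.11. The 6 falls were those of fau, UGP, CG7214, CG33129, GstT4 and EMC10, and with any probe set counted 10 genes fell, with CG5326, Mf, Strn-Mlck and glycerol 3 phosphate dehydrogenase added. GstT4 fell by 0.94, EMC10 by 0.74 and fau by 0.72, and without control population 3 their adjusted p was 0.229, 0.173 and 0.210. The adjusted p of CG31077 was 0.113 without control population 1. The other probe sets of fau had log2 fold changes of -0.95, -0.15, -0.62 and -0.19. As a list the genes were lower by camera (adjusted p = 0.000155), with an adjusted p = 0.357 with an estimated correlation, while their mean log2 fold change was 0.09 and their median -0.33. Hsp23, a small heat shock protein, had a log2 fold change of 1.05 (standard error 0.20, adjusted p = 0.0645) and was above every control array on 6 of 6 arrays.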

We tested the survival of all P-element lines in 90% O_2_ along with *yw* and *w* serving as controls. Embryos from most P-element lines and control flies stopped development and died at the larval stages. In contrast, embryos from five P-element lines EY12089, f07745 and BG02672, EY13829 and EY01534 were able to develop into the adult stage in extreme high oxygen environments and their eclosion rates were between 30% and about 60% (Fig. 4A). These P-element lines have insertions within or around genes including *Tropomyosin 1 (Tm1)*, *CG33129*, *UGP*, and *Glycerol 3 phosphate dehydrogenase (Gpdh)* respectively. The effect of P-element insertion was determined by real time PCR and these results demonstrated that these genes were down-regulated in P-element lines, which was consistent with the microarray data (Fig. 4B), suggesting that the down-regulation of these genes in S_O2_A flies played a role in sustaining survival in hyperoxia. 

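UGP and CG33129 (now Tmem214) fell in S_O2_A flies. The signal of UGP, the enzyme that makes UDP-glucose, was 535 ± 76 (SD, n = 6 arrays) in control flies and 241 ± 51 (SD, n = 6) in S_O2_A flies, and fell by 1.17 on the log2 scale (standard error 0.16, adjusted p = 0.0183 from limma). CG33129 fell by 0.81 (standard error 0.12, adjusted p = 0.0207). Without control population 3, the adjusted p was 0.102 for UGP and 0.156 for CG33129. Tropomyosin 1 (Tm1), a thin filament protein of muscle, had a log2 fold change of -0.65 (standard error 0.14, adjusted p = 0.0811) and lay below every control array on 6 of 6 arrays. Glycerol 3 phosphate dehydrogenase had 4 probe sets that disagreed: the brightest had a log2 fold change of -0.25 (adjusted p = 0.349), another fell by 1.04 (adjusted p = 0.0349), and the others had 0.13 and -0.21. Gpo1, its mitochondrial partner in the glycerol 3-phosphate shuttle, fell by 0.71 (standard error 0.11, adjusted p = 0.0328). The adjusted p was 0.207 for the called probe set of glycerol 3 phosphate dehydrogenase without control population 3, and 0.165 for Gpo1 without control population 1.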

The results of their survival were interesting since these genes were singularly down-regulated in each of the flies. To further confirm that an enhanced survival observed in these P-element lines was due to the down-regulation of these genes caused by P-element insertion, we excised one of the P-element allele f07745 from gene *CG33129*. We found that adult flies with precise excision (Ex f07745) were much more sensitive to hyperoxia and had a significant shorter life span than flies with P-element insertion (Fig. 4C, p<0.01) and embryos from this precise excision line could not develop into adult flies in 90% O_2_ (data not shown), further demonstrating the important role of this particular gene, as an example, in oxidant stress.

**Figure 4:**
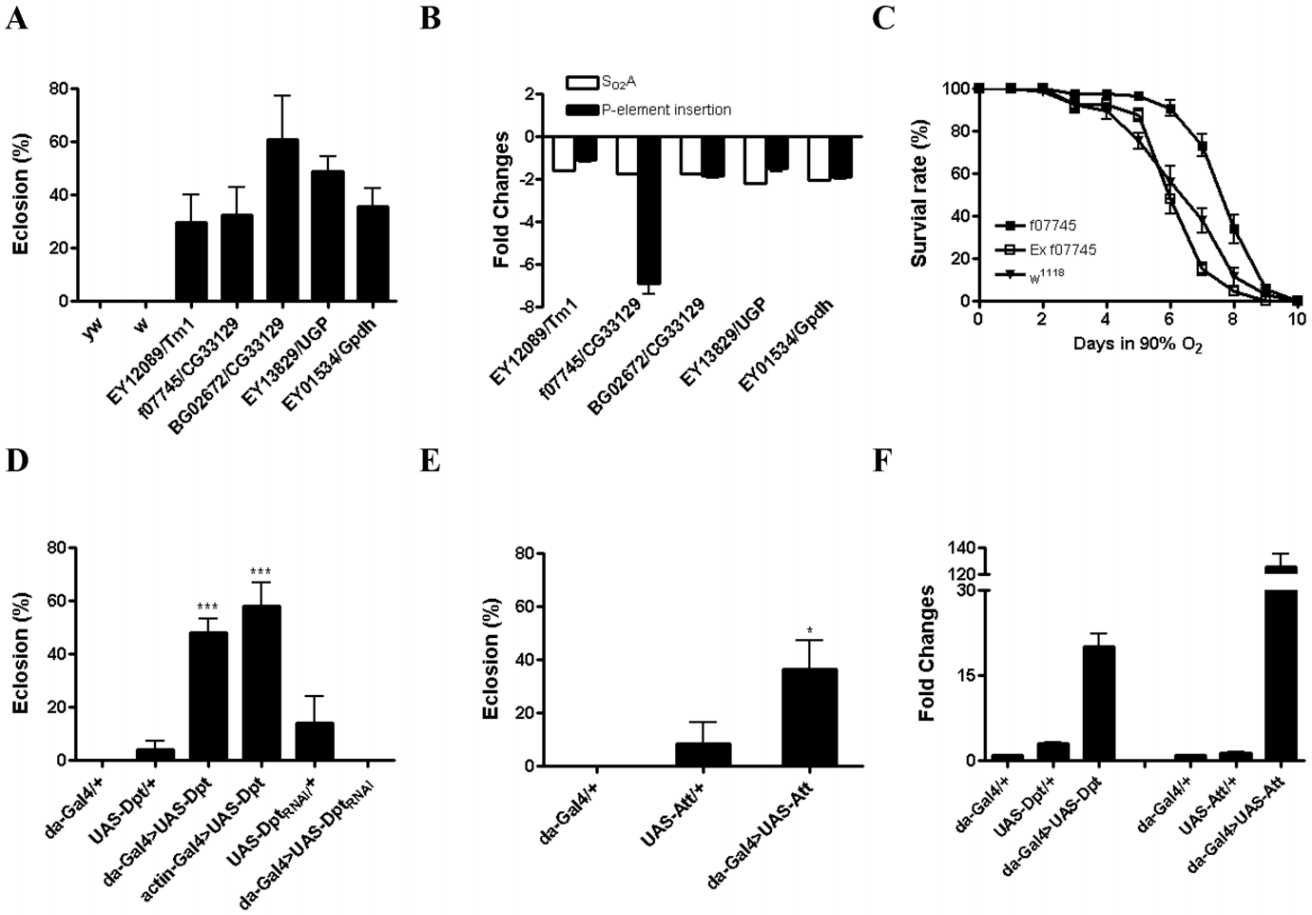
Role of single genes in hyperoxia tolerance. A) Embryos from 47 P-element insertion lines were collected and exposed to 90% O_2_ and eclosion rate was determined. Embryos from five P-element insertion lines that were able to develop into adult stage and their percent eclosion rate were shown in Fig. 4A. B) Gene expression changes in the microarrays and P-element lines, which were determined by real time PCR, were summarized in Fig. 4B. C) Adult flies with P-element insertion f07745 and without P-element insertion by precise excision (Ex f07745) were exposed to 90% O_2_ and percent survival rate was determined. Flies with precise excision were more sensitive to 90% O_2_ than flies with P-element insertion (p<0.01). D) Embryos from *da-Gal4>UAS-Dpt* and *actin-Gal4>UAS-Dpt* flies and their control lines were exposed to 90% O_2_ and eclosion rate was determined. Flies with overexpression of *Dpt* had a significantly higher eclosion rate in hyperoxia as compared to the controls (p<0.001). The percent eclosion was also determined in *da-Gal4>UAS-Dpt_RNAi_* flies and control flies as above. E) Survival of *da-Gal4>UAS-Att* flies in hyperoxia was determined as above, flies with overexpression of *Att* had a significantly higher eclosion rate than control flies (p<0.05). F) Overexpression of *Dpt* and *Att* in the *da-Gal4>UAS-AMP* flies was confirmed by real time PCR. * indicates p<0.05; ** indicates p<0.01; *** indicates p<0.001.

Given that S_O2_A flies expressed AMP genes at significantly increased levels, we also set out to explore the relationship between AMP expression and hyperoxia tolerance. We used *da-Gal4* as a driver to cross with an extensive panel of available UAS-AMP lines (*Drosocin*, *Cec*, *Att*, and *Dpt*) to generate flies with ubiquitous overexpression of each specific AMP gene. The progenies were exposed to 90% O_2_ and the eclosion rate was determined. As shown in Fig. 4D & 4E, flies with overexpression of *Dpt* and *Att* gene (*da-Gal4>UAS-AMP*) had a significantly higher eclosion rate (48% and 37% respectively) in hyperoxia as compared to the controls including *da-Gal4/+* and *UAS-AMP/+* (p<0.001 and p<0.05 respectively) lines, demonstrating that overexpression of *Dpt* and *Att* plays an important role in the survival to hyperoxia. Overexpression of *Dpt* and *Att* in the *da-Gal4>UAS-AMP* flies was confirmed by real time PCR (Fig. 4F). Using *Dpt* as an example, we found that a similar phenomenon was also observed in flies with overexpression of *Dpt* using *actin-Gal4* as a driver (Fig. 4D) and no difference in eclosion rate was found between *da-Gal4>UAS-Dpt* flies and *actin-Gal4>UAS-Dpt* flies (p>0.05). Furthermore, we decreased *Dpt* gene expression by crossing *da-Gal4* with *UAS-Dpt_RNAi_* flies and determined the survival of progeny in hyperoxia. As shown in Fig. 4D, ten percent of pupae from *UAS-Dpt_RNAi_/+* fly vials were able to eclose in 90% O_2_, in contrast, with *da-Gal4>UAS-Dpt_RNAi_* fly vials, where none was able to survive in 90% O_2_, again supporting the idea that overexpression of *Dpt* contributes to the survival in hyperoxia.

## Discussion

In the present study, we demonstrate that exposure to increased levels of O_2_ over many generations is associated with an increase in body size and weight in *Drosophila melanogaster*. This finding complements our previous study, which showed exposure to decreased O_2_ over many generations was associated with an opposite effect, i.e., a decrease in body size and weight. Thus, for example, the hypoxia-selected flies were 40% of the size of control flies at 4% O_2_ [21], while the hyperoxia-selected flies of the present study were about 20% larger than control flies at 90% O_2_. The interrelationship of O_2_ exposure and body size is interesting from many viewpoints, especially from an evolutionary perspective. Geophysical data, as well as theoretical models, have suggested that atmospheric O_2_ concentration has changed dramatically during certain metazoan periods and O_2_ changes have had a great impact on the fate and developmental characteristics of many animal species [22]. In particular, it has been postulated that Paleozoic hyperoxia helped in animal gigantism and that the subsequent hypoxic atmospheres reduced animal size [22], [23]. While these historical periods have been associated with differences in animal body size, the reported changes in O_2_ concentrations that characterized these periods may not have been large enough to affect body size to that degree. In contrast, the differences in O_2_ concentrations that led to major changes in body size and weight in our experiments were by comparison enormous.

From an experimental and clinical viewpoint, O_2_ is an important nutrient that can affect growth in invertebrates and mammals including humans, especially during periods of growth, whether at high altitude or in patients with congenital heart disease and right to left shunts [24], [25], [26]. Indeed, we and others have shown that body size in rodents and invertebrates was reduced in hypoxia [21], [22], [27], [28], [29]. It is not clear; however, why levels of O_2_ that are *higher* than normal would be associated with a larger body size, especially, in the absence of cardiopulmonary diseases. Since hemoglobin saturation does not increase with an increase in O_2_ partial pressure above normal, the increase in body size with an increased O_2_ intake may indicate that sensing mechanisms other than hemoglobin saturation play a role in growth regulation. Another possibility is that the larger body size in S_O2_A flies might have a “diluting” effect resulting in lower PO_2_ and therefore decreased hyperoxia-induced oxidative damage, leading to enhance survival in extreme high O_2_ environments.

Several microarray experiments have been done to study the effect of hyperoxia using *Drosophila* as a model [30], [31], but the tissues analyzed and the length of hyperoxia exposure differed among these studies. For example, Gruenewald and his colleagues used *Drosophila* head as samples to study gene expression profiles after 6 days of hyperoxia treatment; while Landis and his colleagues compared gene expression profiles in whole flies after 7 days of hyperoxia treatment. The comparison among these studies reveals that one gene (glutathione transferase E1, GstE1) was up-regulated in all three experiments and seventeen out of 227 genes were altered in both S_O2_A flies and the 7-day hyperoxia-treated whole fly organisms. These results, not surprisingly, suggest that hyperoxia-induced gene expression profiles are not necessarily the same when head and whole flies are studied or when acute hyperoxia is compared to long-term hyperoxia selection.

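GstE1 had a signal of 4679 ± 1268 (SD, n = 6 arrays) in control flies and 8780 ± 2746 (SD, n = 6) in S_O2_A flies. This is a log2 fold change of 0.86 (standard error 0.31, adjusted p = 0.320 from limma), and it was above every control array on 5 of 6 arrays and below them on the second array of S_O2_A population 2. Of 34 glutathione S-transferases measured in adult flies, GstT4 fell by 0.94 (adjusted p = 0.0411, and 0.229 without control population 3) and 33 did not pass the test (1 lower when adjusted over the list alone).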

Hyperoxia selection induced changes in expression in an array of genes, but it is unlikely that all of these differentially expressed individual genes are responsible for hyperoxia tolerance in S_O2_A flies. Using a mutant screening strategy, we were able to identify some genes that functionally contributed to tolerance to extreme high oxygen environments. The idea for testing the survival of these P-element lines in high O_2_ (i.e., 90% O_2_) directly was that such P-element mutations, if present in genes of interest (based on the microarray results), could be either tolerant or sensitive to hyperoxia treatment, depending on whether that particular gene is important in the phenotype. Almost 90% of P-element lines (42 out of 47 lines) that we have currently tested can not survive and do not finish their life cycle in 90% O_2_. There are potentially several reasons for the lack of survival of the overwhelming majority of the P-element lines. We speculate that a) the changes in expression of a particular gene may not be sufficient for an effect; and b) the change in expression may not contribute at all to hyperoxia tolerance. For instance, some of these gene changes in the microarrays may be due to a consequence of ‘hitchhiking’ through genetic linkage. However, we show that five P-element lines including EY12089, f07745 and BG02672, EY13829, and EY01534, tolerate hyperoxia directly, i.e., without being exposed to the gradually increasing O_2_ concentrations from 60 to 90% O_2_ over many generations, as in the selected flies. These P-elements were inserted in *Tm1*, *CG33129*, *UGP and Gpdh* genes respectively. 

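In adult flies, changed genes lay beside each other along the chromosomes at 2 pairs, both among the lipases CG6296, CG6295 and CG17192. Of 11947 measured genes in chromosome order, 53 were called over 1.5-fold, and shuffled calls gave 0.16 pairs on average (permutation p = 0.0107, one-sided). With pairs of related genes left out, 0 pairs remained (permutation p = 1.0). The pairs belong to 1 gene family, and the test measures their closeness along the chromosome alone.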

Tm1 is an actin-binding protein that stabilizes microfilaments and has function in regulating muscle contraction [32], [33]. Tm1 expression is increased in the choroid plexus of Alzheimer Disease patients [34] and in glaucomatous cells that contain higher levels of ROS [35]. Furthermore, Kubo et al have shown that increased Tm1 alpha mRNA and protein level in peroxiredoxin 6 (Prdx6)-deficient lens epithelial cells (LECs) was associated with increased vulnerability to UV-B radiation, increased ROS expression and apoptosis, as compared with wild type LECs [36]. These observations suggest that decreased *Tm1* mRNA in the P-element insertion line is associated with a lower ROS expression and a better survival in hyperoxia. *Drosophila* Gpdh has two well-characterized metabolic functions, including bridging glycolysis and triglyceride metabolism and serving in the glycerol-3-phosphate shuttle to regenerate NAD+ from NADH in mitochondria [37]. Xun and his colleagues have suggested that an increased level of Gpdh in α-synuclein expressing (Parkinson's disease like) flies raises the possibility that cells undergo increased oxidative phosphorylation, which would generate more ROS that damages cells [38]. The ortholog of *CG33129* in humans, named transmembrane protein 214, is involved in protein binding. *UGP* has UDP glucose pyrophosphorylase activity, which is a key enzyme producing UDP-glucose, and is involved in metabolic pathways such as sucrose and cellulose synthesis. UGP is believed to be involved in the homeostatic readjustment of plant responses to environmental signals, such as cold and light [39]. It is not clear whether decreased *CG33129* and *UGP* gene expression contributed to survival in hyperoxia-induced oxidative stress directly or indirectly, but these identified genes could provide the first step towards a better understanding of the mechanisms of hyperoxia tolerance. Because of conservation of genes between *Drosophila melanogaster* and mammals [17], we believe that such genes that contribute to hyperoxia tolerance in *Drosophila* may also be critical in hyperoxia adaptation in physiological or pathological conditions in mammals.

One of the most strongly up-regulated gene families in our hyperoxia-tolerant strain was the AMP gene family. Using UAS/Gal4 system, we overexpressed several AMP genes and determined the survival of the progeny in hyperoxia. We found that increased *Dpt* and *Att* gene expression enhanced survival in 90% O_2_, demonstrating that *Dpt* and *Att* play a role in hyperoxia tolerance. Overexpression of *Dpt* and *Att* alone have been shown to contribute to resistance to some Gram-negative bacteria and fungi such as *E.coil* and *F. oxysporum* [40]. Our study, for the first time, demonstrates that overexpression of these two AMP genes has a protective role in the survival to hyperoxia. It is well known that the oxidant burst in the white blood cells is important in killing invading bacteria [41]. An intriguing idea would be that overexpression of AMP genes not only protects the host against bacterial infections but also protects the host against white blood cells. Although it is not clear whether AMP gene overexpression could attenuate O_2_ burst-induced tissue injury in sepsis and fulminant bacterial invasion, recent data have suggested that, besides their antimicrobial function, some AMP genes have multiple roles in inflammation, proliferation, wound healing, chemotaxis, and antiapoptosis [42], [43], [44], [45], [46]. For example, PR-39, a cathelicidin with antimicrobial properties, attenuates the apoptotic response of apoptosis-inducing drugs such as etoposide, bleomycin, tert-butylhydroperoxide and 2-deoxy-d-ribose [47]. Chen et al. and Suttmann have demonstrated that cecropin are highly potent against bacteria and cancer cells but not normal cells [48]. Based on their observations, Papo and Shai proposed that AMPs, which are positively charged molecules, may “recognize” negatively charged targets such as cancer cells and bacteria [49]. We also raise the possibility here as to whether cationic AMP peptides such as Diptericin and Attacin may trap or “scavenge” free radical anions and attenuate oxygen toxicity because of their surface charge [50], [51].

In conclusion, we have succeeded in generating a *Drosophila* strain that can live perpetually at extremely high O_2_ (90% O_2_), a level lethal to naïve flies. This tolerance is an inherited trait as result of a long-term experimental selection. The down-regulation of *Tm1*, *CG3312*, *UGF*, and *Gpdh*, and the up-regulation of *Dpt* and *Att* play a crucial role in hypoxia tolerance and survival in extreme high O_2_ conditions.

## Materials and Methods

### Parental *Drosophila melanogaster* isogenic lines

The long term experimental selection experiment was performed as described previously [21] with minor modifications. Isogenic *Drosophial melanogaster* lines (n = 27; kindly provided by Dr. Andrew Davis) were intercrossed to provide allelic variation for laboratory selection. Male and virgin female flies (n = 20) from each of the 27 lines were collected and pooled in each chamber and maintained at room temperature. Embryos from this pooled fly population were collected as F1 and subjected to hyperoxia or normoxia respectively. Percent eclosion (adult emergence) was determined by calculating the ratio of the number of empty pupae to the number of total pupae in each culture vial.

### Culture chambers

Population chambers (26cm×16cm×16cm) were specially designed for the laboratory selection experiments. These chambers were supplied with either O_2_ balanced with N_2_ for each O_2_ concentration (hyperoxia) or to normoxic room air (21% O_2_, for control flies). Humidity was maintained by passing the gas through water prior to entry into the chambers. The flow speed was monitored with a 565 Glass Tube Flowmeter (Concoa, Virginia Beach, VA), and the O_2_ level within the chamber was periodically tested with a Diamond General 733 Clark Style electrode (Diamond General Development Corp., Ann Arbor, MI).

### Phenotypic assays

Several assays were used to determine the phenotypic differences between S_O2_A and control flies. **1. Body weight measurement**. Three sets of 100 male flies were collected from each chamber and weighed. **2. Wing area and cell number measurement**. Wings from male flies of each group (n = 12) were collected, flattened on glass slides and mounted with Permount. The images of the wings were digitized using an Axiovert 200 M microscope (Carl Zeiss MicroImaging, Inc., Thornwood, NY, USA) with an image capturing Axiovision software program at a magnification of 10× and 40×. The microchaetae from the whole field were overlaid using Adobe Photoshop 9.1 and counted using Image J (Version 1.42n). **3. Survival in hyperoxia**. Embryos were cultured in normoxia for 48 hrs and then transferred to 90% O_2_. The percent eclosion was determined after 3 weeks. Three-to-five day old adult flies were exposed to 90% O_2_ using a similar chamber as in the selection experiment. Percent survival was scored daily. Experiments were repeated at least 4 times for each line.

### RNA extraction and microarray analysis

Twelve samples from hyperoxia-selected adult flies (S_O2_A in 90% O_2_ chamber, n = 6) and control flies (in room air chamber, n = 6) were used for microarray experiments, in which had a pool of 25 male and 25 female flies from each chamber. Total RNA was extracted as previously described [21]. Affymetrix *Drosophila* Genome 2.0 arrays were used and probe labeling, array hybridization, and image scanning were performed following the standard protocol according to manufacturer's instruction (Affymetrix, Santa Clara, CA). The resulting data files from the Affymetrix scanner were background-subtracted and normalized using “Model-Based Expression Indexes” (MBEI) available in dChip and the “Robust Multi-array Average” (RMA) software [52]. The alterations in global gene expression in the context of specific biologic pathways and molecular functions were determined using GenMAPP 2.0 software [53]. The microarray data were MIAME compliant and data of microarray analyses can be retrieved under the series access number GSE12160 in the National Institute for Biotechnology Information (http://www.ncbi.nlm.nih.gov/geo).

### Fly stocks and culture

*Canton-S* (*CS*), *yw*, *w*, *da-Gal4* and all P-element lines tested here were obtained from the Bloomington Stock Center. *sp/SM5; L1/TM3, Sb* flies were generously provided by Dr. Steven Wasserman (University of California San Diego, USA). *UAS-AMP* flies (*w*; *imd*, *UAS-AMP*; *spz^rm7^*, *UAS-AMP*/*TM6C*) were generously provided by Dr. Bruno Lemaitre (Global Health Institute, Switzerland). *UAS-Diptericin_RNAi_* (*UAS-Dpt_RNAi_*) flies were obtained from the Vienna Drosophila RNAi Center. All stocks were maintained on standard cornmeal agar medium.

### Real time RT-PCR

Total RNA was treated with DNase I (Ambion, Austin, TX). cDNA synthesis from 1 µg of total RNA was performed using SuperScript First-Strand Synthesis System for RT-PCR (Invitrogen, Carlsbad, CA). Real time RT-PCR was performed using Power SYBR Green PCR Master Mix (Applied Biosystems, Foster city, CA) following a standard protocol recommended by manufacturers. Primers used in the present study were shown in Table S4. Results were analyzed by ABI Prism 7900 Sequence Detection System (Applied Biosystems, Foster city, CA). Relative gene expression was calculated after normalization to β-Actin-5C.

### P-element excision

To excise the P-element in the *w^1118^; PBacCG33129^f07745^* line, male P-element insertion flies were crossed to female virgins that express the Δ2–3 transposase. Male or female progeny possessing both the *P*-element and the transposase were then individually crossed to females or males with the 2^nd^ chromosome balancer *cyo*. Following screening for loss of eye color, several independent excision lines were established. Precise excision was confirmed by sequencing a PCR product of the genomic region spanning the P-element insertion site with primers (fwd: aatggtttctcctgcattgg; and rev:agaacggcggaatacacaac).

### Statistics

Kaplan-Meier survival analysis was used to compare life span between groups; all other data were analyzed using student t-test or one-way ANOVA and graphed using GraphPad Prism 4.02 (GraphPad Software, Inc., San Diego, CA). Results were expressed as group mean ± SEM. Difference in means were considered statistically significant when p<0.05, unless otherwise stated.

## Supporting Information

Table S1 Summary of Significant Alteration in Gene Expression in Hyperoxia-Selected Drosophila melanogaster.

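All 227 probe sets of Table S1 had a fold change of the same sign in the deposited adult values. For 226 of them the paper's fold change lay within 0.1% of the ratio of the mean signals of the 6 S_O2_A and 6 control arrays. The exception was the probe set of eiger. The study chose these probe sets on the same arrays, so their signs and their calls are not independent evidence. At an adjusted p under 0.05 from limma, 4 of them were higher and 38 lower, and 190 had an unadjusted p under 0.05.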

(0.05 MB XLS)

Table S2 Summary of Significant Changes in GO-based Gene Expression Profiles in Hyperoxia-Selected Drosophila melanogaster.
(0.03 MB XLS)

Table S3 Survival of P-element Insertion lines and da-Gal4>UAS-AMP lines in 90% O2 (Score: 0, no survival; 1, reaching larvae stage; 2, reaching pupae stage; 3, reaching adult stage).
(0.03 MB XLS)

Table S4 List of Primers Used in the Current Studies.
(0.02 MB XLS)

How the deposited data were processed for this re-analysis (not part of the article)

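RNA of adult flies and of larvae from 3 control and 3 hyperoxia-selected populations was measured on 24 Affymetrix Drosophila Genome 2.0 arrays, 2 per population and stage. The authors deposited microarray intensity values on a linear scale, 1 per probe set and array. The methods name background subtraction and normalization by MBEI in dChip and by RMA, and whether either of them gave these values is not given in the sources used here. The distributions of the signals differ between arrays, which argues against quantile normalization, a usual step of RMA. The equal trimmed mean of 2500.1 on every array shows that the arrays had been scaled to a common level, and the values were not normalized again.

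Sample groups, populations and array numbers were taken from the sample labels. Values were set to at least 1.0 and taken as log2. The 12 arrays of each stage were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with the population as a random block, over 18769 probe sets, and p-values were adjusted by Benjamini-Hochberg. The estimated correlation within a population was 0.133 in adults and 0.153 in larvae. The interaction of selection and stage was fitted over all 24 arrays, with 1 block per population across both stages. The estimated correlation of that fit was 0.0425. It took the 2 arrays of a population and stage as closer to independent than the fits of each stage did. A log2 fold change is the mean of S_O2_A arrays less the mean of control arrays. Gene lists were tested with camera on the moderated t of each fit at a preset correlation of 0.01, with 1 probe set per gene (the brightest). They were tested again with an estimated correlation, in a fit that took the arrays as independent. That alternative therefore changes more than the correlation.

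Names of probe sets came from the annotation table, updated through the gene identifier. Of the tested probe sets, 13646 had 1 gene symbol, 402 had several and were not named, and 4721 were not listed there, of which 17 were named through Table S1. Dpt, Cecropin A1 and Cecropin A2 had no named probe set. The 40 gene lists, the alternatives and the rule for named genes were written before the data were examined, with the values of Table S1 already seen. The rule names the largest rises and falls whose population means are separated, the largest interactions, every gene the paper names, and up to 4 members of each list. The lists cover immunity, stress, metabolism, muscle, cuticle, sense organs, gut, gonads and growth.

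The test was tried on simulated data with changes planted among the brighter probe sets alone and with genes that varied independently. Every probe set had the same correlation within a population, as the test assumes, and each stage was drawn 1 time. On adult arrays it recovered 68% of changes of 1 and 92% of changes of 2 on the log2 scale, with 10.1% of its calls false. On larval arrays it recovered 71% and 94%, with 4.62% false. Neighbouring genes were tested with 10000 shuffles of the calls. Alternatives to the normalization, the block, the filter on dim probe sets, the floor, the test and the populations used were run, with their effect given further on. Probe sets with several genes carry no name. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 made the tables and plots.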

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

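The tests of explanations here and the splits of the samples were chosen after the results they address were seen. The prediction for the correlation of array differences was written before that correlation was seen, but for arrays picked from the pattern of the peptides. Signals far from the other 5 arrays of their group were seen 6 times in 190 groups of 6 arrays, where chance gives about 1 in 20 groups (9.5). They were UGP in control population 3 array 1 (gap over range 0.647), GstE1 (0.828), Arc1 (0.662) and mag (0.658) in S_O2_A population 2 array 2, CG5953 in control population 2 array 1 (0.706), and CG31741 in larval S_O2_A population 3 array 2 (0.700).

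The difference between S_O2_A and control populations was not the same in adults and larvae for 369 probe sets by limma's interaction test, 190 higher and 179 lower in adults relative to larvae (101 and 227 after quantile normalization, 42 and 286 after median centring). The O_2_ level and the age of the larvae are not given in the sources used here, so these differences cannot be put down to selection alone. Among the probe sets past this test, the largest differences in log2 fold change were DptB 6.05, CG31741 5.83, Mtk 5.16, CecC 4.97, mwh 4.01, Or67d 3.67 and 4 unnamed probe sets at 4.09, 4.00, 3.92 and 3.89. Without 1 population the difference was 5.31 to 6.54 for DptB, 4.67 to 5.83 for Mtk, 4.05 to 5.6 for CecC and 3.13 to 5.07 for mwh. Several of the probe sets named lie near the lowest signals in at least 1 group. With a floor at the 20th percentile the differences were 2.35 for CG31741, 3.18 for mwh, 3.52 for CecC (adjusted p = 0.0581), 0.95 for Or67d (adjusted p = 0.0980), and 0.37 (adjusted p = 0.407), 2.92, 0.55 (adjusted p = 0.284) and 2.25 for the unnamed probe sets. With the population means the count was 0, and it was between 53 and 373 when a population was left out. The interaction fit shared 1 correlation within a population across both stages, 0.0425, against 0.133 in the adult fit and 0.153 in the larval fit. It thus took the 2 arrays of a population and stage as closer to independent than those fits did. Of the 10 splits of the 6 populations, the real split gave 369 and the highest other 4, and the number of splits (1 as large, the real one) is too few for a share under 0.05.

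In larvae, which the paper does not report on, 309 probe sets changed, 163 higher and 146 lower (188 and 106 after quantile normalization, 164 and 27 after median centring, 265 and 333 with no population block, 449 and 687 with the population number as a replicate block). At an unadjusted p under 0.05, 1084 were higher and 1959 lower, so that no balance of rises and falls held across the settings. The median larval log2 fold change was -0.11, and 0.07 after median centring and -0.00 after quantile normalization. In adults it was 0.06, and -0.02 and 0.01. Of the 10 splits, 1 (the real one) gave as many and the highest other gave 0, and the same holds for the 67 adult probe sets, where the highest other split gave 0. The number of splits is too few for a share under 0.05. With the arrays taken as independent, 1 of 100 splits of the adult arrays gave as many (126 against at most 2 in the others), and 1 of 100 of the larval arrays (598 against at most 3). Those splits mix the populations, so they argue against chance in the arrays and not in the populations.

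The antimicrobial peptides above every control array numbered 11 and 3 of 11 on the arrays of S_O2_A population 1, 10 and 3 on those of population 2, and 10 and 11 on those of population 3, and DptB was 1245 and 941 on the second arrays of S_O2_A populations 1 and 2. Control RNA under a selected label would give fln, TpnC4 and Act88F signals within the control range on these arrays, and 6 of 6 values lay below all 6 control arrays. These genes were chosen for falls measured on arrays that include these, so the values are not independent and cannot decide it. A batch that lowered the peptides on all second arrays is argued against. Over the 8 peptides above the 20th percentile on every array, array 2 less array 1 was -3.24 and -3.19 on the log2 scale in S_O2_A populations 1 and 2. It was 0.12 on average (SD 0.39) in the other 4 populations. A batch of the second arrays of S_O2_A populations 1 and 2 alone would shift other genes alike on both, and outside the immune lists their differences of array 2 less array 1 had a correlation of 0.02 over 11348 probe sets, against up to 0.34 for other pairs of populations. That argues against a batch of these arrays that moved many genes alike, and a fault confined to a few genes was not tested. Over the same probe sets, the differences correlated at 0.25 to 0.34 between control populations. With the control populations they correlated at 0.12 to 0.18 for S_O2_A population 1, 0.10 to 0.15 for population 3 and -0.20 to -0.14 for population 2. A shift of other genes shared by some second arrays therefore stays open. Immune activation that varies between pools of flies stays open: PGRP-SB1, of the Imd and Toll list, had a log2 fold change of 1.06 (adjusted p = 0.450) and signals of 3670 and 4503, below every control array, on the second arrays of populations 1 and 2, and lay above every control array on the other 4, and the PCR of the paper found no bacteria. The O_2_ level at collection is a biological difference that was not tested.

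The falls of TpnC4, fln and Act88F may have several sources. Scaling of the arrays is argued against, since their median log2 change was -3.42 after median centring and all of them kept their call. An equal loss of all muscle is argued against, since the other 22 genes of the list had, at their brightest probe sets, a median log2 change of -0.39 (SD 0.28, lowest -0.77). The genes were split by their call, which sets part of this gap. Younger control adults at collection, with more larval serum protein and soft cuticle, stay open, since the larval serum list had an adjusted p = 0.123 with an estimated correlation. The O_2_ level at collection, which differs by design, was not tested.

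Gene lists were called in adults and larvae at the preset correlation. In adults 2 of 10 splits called as many lists as the real split (19, with the highest other at 19), and in larvae 7 of 10 did (9 in the real split, highest other 14), and the number of splits is too few for a share under 0.05. A difference of larval stage between groups may also shift larval genes: the lowest adjusted p of the 3 timing lists was 0.330, which leaves it open, and that of the salivary glue genes was 0.0203 after quantile normalization and 0.00363 without S_O2_A population 3.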

How the results depend on the processing

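The fits to the first or second arrays alone, with the array number as a term and without the farthest array were chosen after seeing the data, and the cause of a change under any setting was not tested unless its construction shows it. The counts of changed probe sets moved with most settings. The 67 adult probe sets became 280 with all 24 arrays in one fit, 126 with no population block, 0 with population means, 37 with the population number as a replicate block, 14 with median centring, 125 with dim probe sets left out, 182 with a floor at the 20th percentile, 221 with a variance trend, 226 with the methods' t-test, 5 to 33 without 1 population, 6 with the first arrays, 0 with the second arrays and 28 with the array number as a term. Over 1.5-fold, the 65 adult probe sets became 210, 115, 0, 37, 14, 110, 127, 166, 126, 5 to 33, 6, 0 and 28 in the same order. At the thresholds of the paper the count was 0, and 1 with all 24 arrays in one fit and 1 with a variance trend. The 309 larval probe sets became 881 with all 24 arrays in one fit, 598 with no population block, 0 with population means, 1136 with the population number as a replicate block, 191 with median centring, 610 with dim probe sets left out, 780 with the floor, 892 with a variance trend, 908 with the methods' t-test, 61 to 318 without 1 population, 0 with the first arrays, 0 with the second arrays and 155 without the farthest array. Over 1.5-fold, the 281 larval probe sets became 516, 457, 0, 706, 425 with dim probe sets left out, 442, 555, 478, 61 to 304 without 1 population, 0, 0 and 149. The 369 probe sets of the interaction became 0 with population means, 852 with dim probe sets left out, 693 with the floor, 660 with a variance trend and 53 to 373 without 1 population, and the t-test and 1 probe set per gene were not run for it. The settings with the first or second arrays alone, and those without 1 population, test fewer samples. Population means use all arrays, as 3 values per group at the level on which selection acted. With them no probe set passed, so the calls depend on counting arrays as well as populations. With population means, 1681 adult and 2257 larval probe sets had an unadjusted p under 0.05. Population numbers showed no strong pairing of control with selected populations: the log2 values of same-numbered populations, less their group means, correlated at 0.00, -0.08 and -0.04 in adults and -0.00, 0.01 and 0.12 in larvae. Only larval population 3 correlated best with its own number. With the replicate block the larval correlation within a population went from 0.153 to -0.0412. With 3 populations per group a pairing in larvae cannot be excluded. Lists called in adults numbered 19, 16 to 23 without 1 population and 0 with an estimated correlation. In larvae they numbered 9, 6 to 12 without 1 population, 0 with an estimated correlation, 5 with the replicate block, 14 with median centring, 4 with the floor and 5 with the second arrays. The adjusted p of the adult antimicrobial peptide list was 1.77e-12 to 7.53e-05 without 1 population and 0.262 with an estimated correlation. The adult pairs of neighbouring genes fell from 2 to 0 with related pairs left out. The directions of 3 lists reversed: the adult male accessory gland list (adjusted p = 0.942) and the adult Table S3 list (adjusted p = 0.679) with the first arrays, and the larval sarcomere list (adjusted p = 0.919) with the second arrays. The correlation of adult and larval fold changes was 0.023, and -0.017 to 0.054 without 1 population. Among values of the named genes, 729 in adults and 453 in larvae kept their side of the threshold, 378 and 208 no longer passed it, and 27 in adults passed it newly. Among those of the lists, 807 in adults and 824 in larvae kept it, 61 and 49 no longer passed, and 30 and 28 passed newly. Signals near the lowest value of 1.0 limit the precision for dim probe sets.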

Differences from the paper's values

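The ratio of mean signals and the fits to the first arrays or without the farthest array were chosen after seeing the values. The paper's count of altered genes is 227, of which the paper's 67 are up and the paper's 160 are down, and the count here at the same thresholds was 0, with 0 up and 0 down. None of the alternatives set before the data were examined reached the paper's counts. With all 24 arrays in one fit and with a variance trend the count was 1, lower in S_O2_A flies, and with every other alternative it was 0. At an adjusted p under 0.05 without a fold limit, which are not the paper's thresholds, falls outnumbered rises (52 against 15). Over 5-fold, Table S1 holds more rises than falls, the paper's 13 against the paper's 6 (10 against 8 by the log2 fold changes here), and at an adjusted p under 0.05 the calls here were 2 higher and 9 lower. Rises outnumbered falls among the calls with all 24 arrays in one fit (18 against 11), and with the first arrays (6 against 0), which were chosen after seeing the values.

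For eiger the paper's fold change is -3.08261, and the value here at the same probe set was -1.037. It lay between -1.119 and -1.009 under the alternatives set before the data were examined, was 1.043 without S_O2_A population 1, and was -1.045 as the ratio of mean signals, so that none reached the paper's value. The other probe set of eiger had a ratio of mean signals of -3.102 and a log2 fold change of -1.84 (adjusted p = 0.126), and was called with all 24 arrays in one fit (adjusted p = 0.00366). Fig. 3C gives Drosomycin a fold change by microarray of about 2.0, read by eye, as the paper's value, and the value here was 1.219, with 1.15 to 1.281 under the alternatives set before the data were examined and 1.235 as the ratio of mean signals. It gives basket about -1.3, read by eye, as the paper's value, and the value here at the brightest probe set was 1.046, with 1.01 to 1.072 under the alternatives apart from median centring (-1.014). Another probe set of basket had a ratio of mean signals of -1.339 (adjusted p = 0.265).

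Of the 227 probe sets the paper calls, 42 passed here at an adjusted p under 0.05. Further ones passed with a variance trend (65 more), all 24 arrays in one fit (62), dim probe sets left out (25), the methods' t-test (24), the floor (20), no population block (17), 1 probe set per gene (7), the population number as a replicate block (3), quantile normalization (2), without S_O2_A population 1 (6) or 2 (2) and without control population 2 (1) or 3 (1). The settings chosen after seeing the values called 4 more with the first arrays and 1 more without the farthest array, and lost 42 and 12 of those 42. Calls among the 42 were also lost with population means (42), median centring (30), the population number as a replicate block (19), all 24 arrays in one fit (10) and 1 probe set per gene (5), and with the array number as a term (22) and the second arrays (42), both chosen after seeing the values. Without 1 population between 26 and 39 of them were lost, and without control population 3 only 4 of the 227 passed. The paper lists antimicrobial peptides among its altered genes, and here 0 of 11 passed an adjusted p under 0.05, with 10 of them at an unadjusted p under 0.05 (4 without S_O2_A population 3 or control population 2, 6 without control population 3, and 0 with the second arrays, chosen after seeing the values). With all 24 arrays in one fit 4 passed: DptB (adjusted p = 0.0096), Mtk (0.0130), CecC (0.0259) and AttC (0.0387). That fit took a correlation within a population of 0.0425, against 0.133 in the adult fit. With a variance trend 3 passed: Mtk (0.0307), DptB (0.0316) and AttC (0.0496). With the first arrays, chosen after seeing the values, 3 passed: DptB (0.0327), AttC (0.0327) and AttA (0.0403), and 8 of 11 did not. AttD, CecB, Dro and the probe set shared by AttA and AttB passed under no setting. Tm1 was not called here and passed with all 24 arrays in one fit (0.0129), dim probe sets left out (0.0350), the floor (0.0334), no population block (0.0488), a variance trend (0.0113) and the methods' t-test (0.0332). Hsp23 passed with all 24 arrays in one fit (0.0265), dim probe sets left out (0.0279), the floor (0.0341), no population block (0.0410), a variance trend (0.00919), the methods' t-test (0.0397), 1 probe set per gene (0.0420) and without control population 3 (0.0446). GstE1 and TotC passed under no setting. The paper's altered probe set of glycerol 3 phosphate dehydrogenase was called here as well (log2 fold change -1.04, adjusted p = 0.0349), and UGP and CG33129 were called lower as in the paper.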

Other observations

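The tests in this part were planned, and GILT2 was named after its values were seen. In larvae, single genes of lipid and sugar digestion and of detoxification changed. The signal of raw was 5294 ± 596 (SD, n = 6 arrays) in control larvae and 23760 ± 5244 (SD, n = 6) in S_O2_A larvae, a log2 fold change of 2.15 (standard error 0.16, adjusted p = 0.000372 from limma), higher on 6 of 6 arrays. CG43980 rose by 3.38, CG42699 by 3.23, the lipase CG8093 by 2.52 and CG5550 by 2.45. The log2 fold change was -4.10 for CG31741, -3.54 for mwh, -2.78 for CG15336, -2.22 for ninaD, a scavenger receptor for carotenoids, and -2.21 for the peroxidase Pxd. The other probe sets of CG42699, mwh and Pxd had log2 fold changes of 0.44 (adjusted p = 0.588), -0.94 (adjusted p = 0.694) and -1.93 (adjusted p = 0.0108). The signal of CG31741 lay under the 20th percentile on 6 of 6 S_O2_A arrays, and those of mwh and CG15336 on 4 of 6, so these falls have no exact size. With a floor at the 20th percentile of all signals the log2 fold change was -1.97 for CG31741, -2.87 for mwh, -2.22 for CG15336 and 2.81 for CG42699, and all of them kept their call. The lipase CG6295 fell by 2.70, from 41330 ± 10276 (SD, n = 6) to 6583 ± 2883 (SD, n = 6). The calls of raw, CG43980, CG5550, CG31741, CG15336, ninaD and CG6295 held without any of the populations. CG42699 had an adjusted p up to 0.0891, mwh 0.0966, CG8093 0.127 and Pxd 0.112.

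Of the larval lists, 9 were called at the preset correlation, 5 higher and 4 lower, and 0 with an estimated correlation. Of 34 glutathione S-transferases in larvae, GstE6 (1.90), GstD7 (1.10) and GstZ1 (0.68) were higher on the log2 scale and 31 did not pass (6 higher when adjusted over the list alone, adjusted p = 3.35e-06 from camera, adjusted p = 0.623 with an estimated correlation). Of 69 cytochromes P450, 4 were higher and 1 lower, with Cyp6a20 at 1.43, Cyp4p1 at 1.18, Cyp6a17 at 0.95 and Cyp6t1 at -1.29 (5 higher and 5 lower when adjusted over the list alone, adjusted p = 0.0506 from camera, and adjusted p = 0.623 with an estimated correlation). Without some populations GstD7 (adjusted p up to 0.157) and GstZ1 (up to 0.147) lost their call, whereas GstE6 and Cyp6a20 kept it. Of 12 maltases and amylases, Mal-A1 rose by 2.00 and tobi by 1.65 (4 higher and 1 lower when adjusted over the list alone, adjusted p = 0.0245, and adjusted p = 0.623 with an estimated correlation). Among genes of mitochondrial metabolism, SdhB rose by 0.79, and the 13 genes of the tricarboxylic acid cycle all had a positive log2 fold change (adjusted p = 0.000478, and adjusted p = 0.623 with an estimated correlation). Of 48 genes of oxidative phosphorylation, 45 were positive and none passed over all probe sets or when adjusted over the list alone (adjusted p = 1.46e-06, and adjusted p = 0.623 with an estimated correlation). Of 15 fatty acid elongases, 1 (CG9458) was lower over all probe sets and 14 did not pass (8 lower when adjusted over the list alone, adjusted p = 0.00158, and adjusted p = 0.555 with an estimated correlation). The lists of heat shock proteins (higher), yolk and eggshell (lower), chitin (lower) and the sarcomere (lower) had no member past the test over all probe sets, with an adjusted p = 0.0410, 0.0352, 0.0352 and 0.0392, and an adjusted p = 0.623, 0.623, 0.623 and 0.742 with an estimated correlation. Of 11 larval antimicrobial peptides none passed over all probe sets or when adjusted over the list alone, 1 had an unadjusted p under 0.05 by limma, and the list had an adjusted p = 0.816. DptB was 19111 ± 8389 (SD, n = 6) in control larvae and 9259 ± 8824 (SD, n = 6) in S_O2_A larvae. SPE, a protease of the Toll pathway, rose by 0.79, Transferrin 1 (Tsf1) by 0.68 and the caspase Damm by 0.98, and the TNF receptor grnd fell by 0.82 and Npc2b by 0.73. The other probe sets of Tsf1 had log2 fold changes of 0.49 and -0.02. Of the 31 larval calls examined gene by gene, 10 held without any of the populations and 21 were lost without at least 1, with an adjusted p up to 0.179.

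Across all probe sets, adult and larval log2 fold changes had a Pearson correlation of 0.023. Among calls over 1.5-fold, both stages called 5 probe sets lower, those of Cyp6t1, GILT2, fau, CG6295 and mag, where 0.35 would be shared by chance, and 0 higher, where 0.11 would be. Without 1 population the shared falls numbered 0 or 1. Changed larval genes lay beside each other at 9 pairs, such as ninaD with CG31741 and CG5550 with CG34460, among 239 of 11947 genes called over 1.5-fold, where shuffled calls gave 2.39 on average (permutation p = 0.0005, one-sided). Kinship between genes known by number alone was not tested.

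Of the 19 lists called in adults at the preset correlation, 3 were higher and 16 lower, and 0 were called with an estimated correlation. The lists were written with Table S1, from the same adult arrays, already seen, so these calls are not independent evidence. Beside the antimicrobial peptides, the list of heat shock proteins was called higher (0 of 9 past the test, 1 higher when adjusted over the list alone, adjusted p = 0.00568, and adjusted p = 0.262 with an estimated correlation). So was the list of the male accessory gland and ejaculatory bulb, with no member called higher (15 of 18 positive, 0 past the test, 1 lower when adjusted over the list alone, adjusted p = 0.0222, and adjusted p = 0.728 with an estimated correlation). Of 27 digestive serine proteases, Ser12 fell by 1.48 and 26 did not pass (7 lower when adjusted over the list alone, adjusted p = 5.41e-08, and adjusted p = 0.436 with an estimated correlation). Of 20 genes of chitin, Gasp fell by 1.04 and Cht9 by 1.02 (5 lower and 2 higher when adjusted over the list alone, adjusted p = 0.0199, and adjusted p = 0.262 with an estimated correlation). Of 15 genes of glycolysis and the glycerol 3-phosphate shuttle, UGP and Gpo1 fell at their brightest probe sets (2 lower when adjusted over the list alone, adjusted p = 7.80e-05, and adjusted p = 0.262 with an estimated correlation). Among 48 genes of oxidative phosphorylation, ND-B8 fell by 1.96 (1 lower when adjusted over the list alone, adjusted p = 7.50e-07, and adjusted p = 0.416 with an estimated correlation). Without control population 1 the adjusted p was 0.172 for Ser12, 0.189 for Gasp and 0.0786 for Cht9, and without S_O2_A population 2 it was 0.210 for ND-B8.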
